A study of Anableps anableps with 8 samples.

How the data were processed

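Single-nucleus RNA sequencing was done on whole retinas of adult Anableps anableps. Per the labels, nuclei were fixed, barcoded by combinatorial barcoding (Parse Biosciences Evercode) and sequenced as paired-end reads of 150 bp, with an aim of 7000 nuclei per sample and 20000 reads per nucleus. The series described 5 biological replicates, and the labels described 8 technical sublibraries of 1 multiplexed pool. The aligner, genome build, annotation release and barcode filter are not given in the sources used here. No genome coordinates are given in the files used or were used here.

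The deposited matrix holds raw counts, which are UMI counts per barcode and gene with no normalization. Per the file headers, the deposited barcode tables hold the counts of transcripts per barcode, the number of genes, a number read as mapped reads from its column name, the retina name and the wells. It was checked that all 119839 barcode sums and gene numbers of the matrix equal those of its barcode table. The smallest barcode held 10 UMIs. Gene symbols are those of the deposited gene table, in which 17517 genes have a name and 4137 of them share a name with another gene. Identifiers are printed where a symbol has copies.

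The matrix holds 2 retina names and 2 sublibraries, and the table of totals holds 5 retina names, 8 sublibraries and 48 first-round wells. No label matches any of these 7 retina names, so no name was assigned to a biological replicate and values are given for each name. A test was planned only with at least 3 animals per class. With 2 retina names a sign-flip test cannot go below a p of 0.5. A paired fit with few residual degrees of freedom was left out by choice, because the names matched no animal. No p-value is given, and all gene-level comparisons are descriptive.

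Barcodes with at least 500 UMIs were taken as nuclei. Counts were scaled to 10000 per nucleus and log-transformed. The number of variable genes asked for was 2500, and 2488 remained after the opsin, tbx5, vax and readout genes were taken out. Clusters were made from 40 principal components and 15 neighbours by the Leiden method at resolution 1, with 0.5 and 2 as alternatives. A cluster was named for the class with the most markers when at least 3 of them had a fold of at least 2 over the other nuclei and were detected in at least 10% of its nuclei. Opsins and THRB, which are outcomes here, were not used as markers. Clusters with as many markers of a second class stayed unnamed, as did those of low depth with no marker among their leading genes, and those led by markers of another class. After the leading genes were seen, clusters led by ltk and alx4b, which mark no class of the lists, were also left unnamed. Rod-like or cone-like clusters whose median level of both marker sets was above 10% of that of the pure class were called mixed. Doublet scores were computed per sublibrary. The caller's own threshold marked 0.157% of the nuclei of s1 and 36.7% of those of s2, so the threshold of s2, 0.0578, was used for both, which marked 37.0% of the nuclei. A barcode of another class was called admixed when its rod or cone marker level was above 10% of the median of that class.

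A nucleus was tbx5-marked with at least 1 UMI of a tbx5 gene and none of a vax gene, and vax-marked in the opposite case. Counts were summed per retina, class and arm, and sums of fewer than 10 nuclei were left out. A cone-like nucleus was assigned the opsin subfamily that held at least 80% of its cone opsin UMIs, with at least 2 such UMIs. Opsin genes were 8 in number, and copies were summed per subfamily. Of the readout genes, those printed singly were chosen after their values were seen, and the others are given as counts. The values of 1 further gene are not reported here. The list of dorsoventral readouts had 22 symbols, which gave 26 genes. Co-detection was counted for 6 pairs of subfamilies after thinning each nucleus to 2000 UMIs, with 0.5 added to each cell of the table, and 77 cone-like nuclei under that depth were left out.

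Ratios are log2 ratios of CPM with 95% exact conditional (Clopper-Pearson) intervals on the counts. Log2 odds ratios have 95% Woolf intervals, shares 95% Wilson intervals and CPM values 95% Poisson intervals. A count of 0 was replaced by 3 counts over the sum of the arm, which gives a bound written as at least or at most. Intervals and floors cover counting error alone. They do not cover variation between animals, and nuclei of 1 retina are not independent animals.

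The arms, the opsin assignment, the marker lists, the readout list and the alternatives not named below were chosen before the data were examined. The rule for named genes covered the opsins, the tbx5 and vax genes and the readouts, and then the 5 genes on each side with the largest ratios past a test. As no test was made, the last part was replaced after the data were seen by a rule on size. It names the 5 genes on each side with the largest ratio, with counts under 3 set to 3, among those whose CPM differed in the same direction in both retinas and an average of at least 10 counts per retina in the higher arm. The genes that define the arms were taken out of the sums first. The clustering alternatives, the admixture limit, the limit of 1000 UMIs and the shared doublet threshold were also added after the data were seen. So were the values of readouts and named genes within single clusters and the reckoning of EPHB3 brought by cone transcripts, which scaled the rh2 difference of a class by the EPHB3 over rh2 level of vax-marked cones.

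The steps for ratios and named genes were tested on simulated data in which 200 genes were changed. In cone-like nuclei 96.4% of intervals of unchanged genes held the true value. Intervals left out 0 with the right sign for 66.7% of genes changed 2-fold and 86.4% of genes changed 4-fold. In Müller glia-like nuclei these values were 96.7%, 54.5% and 89.4%. The simulated counts had counting error alone, with no spread between nuclei or retinas. The simulation therefore does not test the intervals against such spread. Gaps between single values were tested with Dixon's ratio in 14 groups of 5 or 8 values.

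The alternatives tried were thinning each nucleus to 1000 UMIs, leaving out high doublet scores, leaving out admixed barcodes, at least 30 nuclei per sum, wider marker lists, vax2 alone, coarser and finer clusters, other depth limits, a stricter opsin assignment, other settings of co-detection and leaving out each retina. Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9, scikit-learn 1.9.0 and matplotlib 3.10.9.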

Results

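Nuclei from whole retinas of adult Anableps anableps were profiled by single-nucleus RNA sequencing with combinatorial barcoding. This fish lives at the water surface, and its ventral retina receives light from above the water. The title of the series puts its question as how that ventral retina was remodelled for sight in air. The tissue was whole retina with no dissection into dorsal and ventral parts. Position was therefore read from the transcripts of each nucleus, and no position was measured.

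The labels described 8 technical sublibraries of 1 multiplexed pool, numbered 3 to 10 and prepared from 5 biological replicates. A table of totals per barcode covered 5 retina names, S1 to S5, and 8 sublibraries, s1 to s8. A gene-level matrix covered 2 further retina names, called retina 1 and retina 2 here, in 2 sublibraries. None of these 7 retina names could be matched to a label, so they are reported as single values and no gene-level comparison between them or over them was tested. Gene-level counts of S1 to S5 were not analysed here. Every gene-level value below comes from retina 1 and retina 2, and whether these are different animals, or belong to the same experiment as S1 to S5, is not given in the sources used here.

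The totals table held 1261487 barcodes with 409905995 transcripts, counted as unique molecular identifiers (UMIs), and 1469467815 mapped reads. A total of 64853 barcodes had at least 500 UMIs and were counted as nuclei. S1 gave 13688 nuclei, S2 8330, S3 18219, S4 13235 and S5 11381, against a stated aim of 7000 per sample. Total transcripts were 64831963 in S1, 52720075 in S2, 115374213 in S3, 99742030 in S4 and 77237714 in S5. The median UMI count per nucleus ranged from 1640.5 in S1 to 2280 in S5. The mean number of mapped reads per nucleus ranged from 14488.8 to 24359.1, against a stated aim of 20000. Sublibraries s1 to s7 gave 8227 to 8692 nuclei each, and s8 gave 5487. In each of the 5 retinas s8 held 64.0% to 65.7% of the median number of nuclei of the other 7 sublibraries.

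**Figure D1:**
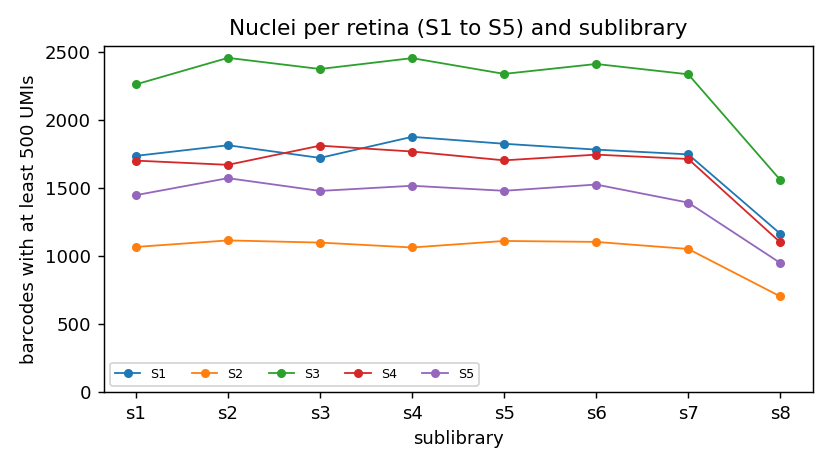
Number of nuclei (barcodes with at least 500 UMIs) per sublibrary, s1 to s8, for each retina of the totals table, S1 to S5. Sublibrary s8 held 5487 nuclei over the 5 retinas, against 8227 to 8692 in each of the others.

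The gene-level matrix held 58447723 UMIs in 119839 barcodes. Of these barcodes, 6430 had at least 500 UMIs, and they held 93.6% of all UMIs. Retina 1 gave 3221 nuclei with a median of 3787 UMIs, from 27392582 UMIs in all its barcodes. Retina 2 gave 3209 nuclei with a median of 4082 UMIs, from 31055141 UMIs. The remaining barcodes were mostly shallow, and 107803 had fewer than 100 UMIs.

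Nuclei were grouped by clustering and named by marker genes, so each class is a likeness to a cell type. Cone-like nuclei made up 24.7% of the 6430 (95% Wilson interval 23.7% to 25.8%), with 26.0% in retina 1 and 23.5% in retina 2. Rod-like nuclei made up 23.4% (22.4% to 24.5%), with 23.1% in retina 1 and 23.7% in retina 2. Retinal pigment epithelium-like nuclei made up 7.42%, Müller glia-like nuclei 6.67% and bipolar-like nuclei 6.27%. Amacrine-like nuclei made up 4.11%, horizontal-like and pericyte-like nuclei 1.62% each, oligodendrocyte-like nuclei 1.54% and microglia-like nuclei 0.902%. The amacrine-like share depended on the clustering, with 11.1% at a coarser and 8.82% at a finer one. At the clustering used, a cluster of 416 nuclei with as many amacrine as retinal ganglion cell markers, 8 each, was left unnamed. The pericyte-like cluster met the marker rule with NOTCH3, ACTA2 and collagen genes, but its leading genes were those of connective tissue, such as postnb and col1a1a, and 94.2% of its nuclei had high doublet scores. A further 8.88% carried both rod and cone markers, and 12.8% could not be named. No cluster was retinal ganglion cell-like at the clustering used, and 109 nuclei were at a finer one. The shares depended on how mixed barcodes were handled, and without the barcodes with high doublet scores the cone-like share was 37.7%. Rod or cone markers above 10% of the level of that class were found in 44.2% of all nuclei. They were found in 74.4% of bipolar-like, 69.3% of amacrine-like and 45.7% of Müller glia-like nuclei. They were also found in 51.6% of retinal pigment epithelium-like, 37.4% of oligodendrocyte-like and 29.97% of rod-like nuclei, the last with cone markers, and in 1.45% of cone-like nuclei. Values for inner retinal classes are therefore values of barcodes that often carried photoreceptor transcripts.

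Cone opsin transcripts were compared between cone-like nuclei, with a median of 4528 UMIs, and rod-like nuclei, with a median of 1614 UMIs, as the class that should lack them. Transcripts of the copies of each opsin subfamily were summed, because copies may share reads. At least 1 rh2 UMI was found in 56.1% of cone-like and 1.06% of rod-like nuclei, at 708 and 5.40 CPM (UMIs as a part of all UMIs of the class). For sws2 the shares were 15.8% and 0.133%, and for sws1 13.3% and 0.266%. For lws the shares were 11.8% and 0.332%.

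A cone-like nucleus was assigned a subfamily when it held at least 2 cone opsin UMIs and at least 80% of them came from 1 subfamily. Of the 1591 cone-like nuclei, 1105 were assigned. The rh2 subfamily took 732 (66.2% of those assigned), sws2 took 150 (13.6%), sws1 took 146 (13.2%) and lws took 77 (6.97%, 95% Wilson interval 5.61% to 8.62%). The lws share was 7.21% in retina 1 and 6.68% in retina 2. The other 486 nuclei had too few opsin UMIs or a mixture. They made up 11.1% of the cone cluster led by the rh2 copy ENSABLG00000007605, 38.2% of the one with most lws-dominant cones, 47.8% of the one led by sws2 and 26.8% of the one led by sws1. The shares of assigned cones therefore favoured rh2.

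Whether a cone expressed more than 1 opsin subfamily was addressed by counting co-detection in 1514 cone-like nuclei, each thinned to 2000 UMIs. For sws1 with rh2, both were found in 13 nuclei where independence gave 82.2, a log2 odds ratio of −3.76 (−3.50 in retina 1 and −3.93 in retina 2). Counting a subfamily as detected only at 2 UMIs moved this ratio most, to −6.74. For sws2 with rh2, both were found in 13 nuclei against 75.9, a log2 odds ratio of −3.61. For sws1 with sws2, both were found in 2 nuclei against 17.2, a log2 odds ratio of −3.10. For rh2 with lws, both were found in 15 nuclei against 57.3, a log2 odds ratio of −2.84 (−2.84 and −2.76). The log2 odds ratios (95% Woolf intervals) of sws1 with lws, −1.17 (−2.34 to −0.01), and of sws2 with lws, −0.81 (−1.90 to 0.29), rested on 6 and 7 nuclei with both. Avoidance of co-detection was not detectable at this depth for sws2 with lws.

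The next comparison asked whether cones with different opsins differed in the transcription factor genes that mark the dorsal retina (tbx5) and the ventral retina (vax) of developing vertebrate eyes. In lws-dominant cones, with a median of 5360 UMIs, tbx5 stood at 50.7 CPM (95% Poisson interval 32.2 to 76.1) and vax at 4.41 CPM (0.534 to 15.9). In rh2-dominant cones, with a median of 4416 UMIs, tbx5 stood at 5.33 CPM (3.26 to 8.24) and vax at 168 CPM (155 to 182). The log2 ratio of lws-dominant over rh2-dominant cones was 3.25 for tbx5 (95% exact conditional interval 2.32 to 4.19), from 23 against 20 UMIs. It was −5.25 for vax (−8.30 to −3.39), from 2 against 630 UMIs. Retina 1 gave 3.14 and −5.25, and retina 2 gave 3.37 and −5.25, with 1 vax UMI in the lws-dominant cones of each retina. Among the alternatives that gave a value for vax, a stricter opsin assignment (at least 3 opsin UMIs and 95% from 1 subfamily) moved it most, to −4.81. After thinning every nucleus to 1000 UMIs, lws-dominant cones held no vax UMI, which gives only the bound of at most −2.19.

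The sws2-dominant cones had 5.92 CPM of tbx5 and 127 CPM of vax. As a group, the sws1-dominant cones carried both, with 92.5 CPM of tbx5 (70.7 in retina 1 and 109.9 in retina 2) and 285 CPM of vax (348 and 234.8). In rod-like nuclei tbx5 stood at 9.12 CPM and vax at 260 CPM. Barcodes under 100 UMIs, taken as a measure of free RNA, had 36.1 CPM of tbx5 and 220.3 CPM of vax. In the same barcodes rh2 stood at 249.9 CPM, against 5.40 CPM in rod-like nuclei, so a vax level near that of free RNA does not by itself make the vax of rod-like nuclei background. The vax level of lws-dominant cones lay far below that of these barcodes.

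**Figure D2:**
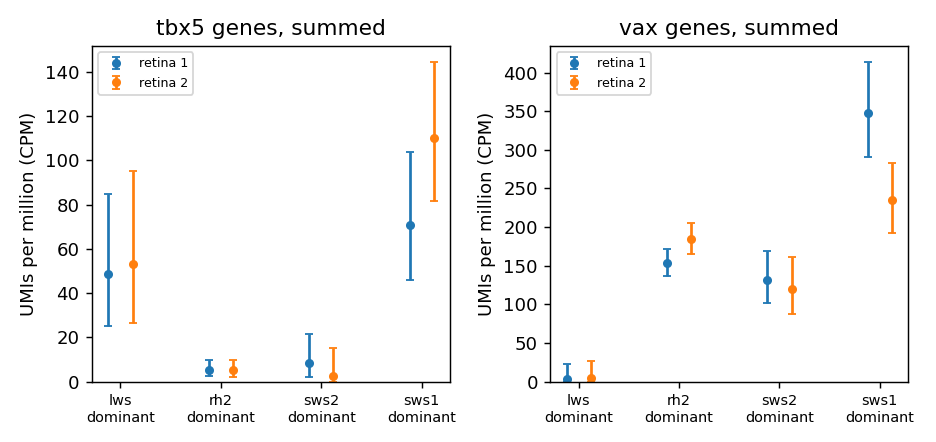
Transcripts of tbx5 and vax genes, in CPM, in cone-like nuclei, by the opsin subfamily that dominated each nucleus. Points are retina 1 and retina 2, each with its 95% Poisson interval. Over both retinas together, which are not drawn, cones dominated by lws had 50.7 CPM of tbx5 and 4.41 CPM of vax. Those dominated by rh2 had 5.33 and 168.

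Other genes were compared between the same cones. Of the 732 rh2-dominant cones, 424 lay in a cluster without lws-dominant cones and 290 in the cluster that held 74 of the 77 lws-dominant ones. EPHB3 (ENSABLG00000009081), an ephrin receptor gene, had 119 CPM in lws-dominant and 2722 CPM in rh2-dominant cones, a log2 ratio of −4.51 (−4.46 in retina 1 and −4.57 in retina 2). TBX2 had a log2 ratio of 2.93 and THRB (thyroid hormone receptor beta) one of 1.30. Within the cone cluster that held most lws-dominant cones, the log2 ratio was 0.39 (0.19 to 0.59) for THRB, 2.22 for TBX2 and −6.47 for EPHB3. Of the 26 genes of the dorsoventral readout list, 13 had at least 10 counts here. Over both retinas together, intervals left out 0 with higher values in lws-dominant cones for 6 of these and in rh2-dominant cones for 2. All 8 had the same sign in each retina, but intervals within single retinas held 0 for some of them, such as tbx2b in retina 1 (0.21, −1.76 to 1.72). The 3 lws-dominant nuclei of the sws2 cluster carried 15 of the 16 tbx2b UMIs of lws-dominant cones, so that value rested on them, and 40 of the 54 EPHB3 UMIs. Within the cluster with most lws-dominant cones 10 readout genes had at least 10 counts. Of these, 5 were higher in lws-dominant cones, without tbx2b, and 2 in rh2-dominant cones. Among the 5, 4 had that sign in each retina. The other, efnb2a ENSABLG00000001777, stood at 2.50 in retina 1 and −0.15 (−2.59 to 1.69) in retina 2. Among all genes, the size rule named 5 on each side. Higher in lws-dominant cones were GPC4 (23 against 1 UMI, log2 ratio 7.57, interval 4.95 to 12.93), ENOX1 (4.35), NPAS3 (3.48), tbx5b (3.32) and grin2da (3.27). Higher in rh2-dominant cones were FIBCD1 (0 against 4093 UMIs, log2 ratio at most −7.37), nr2f5 (1 against 1858 UMIs, −7.81), VAX2 (−5.25), DZANK1 (−5.15) and TMEM91 (−4.72). All 10 kept their sign within that cluster, where FIBCD1 had 0 against 401 UMIs (at most −5.12), nr2f5 stood at −7.78 and TMEM91 at −4.23.

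Nuclei were then split by position marker instead of opsin. A nucleus was called tbx5-marked with at least 1 tbx5 UMI and no vax UMI, and vax-marked with at least 1 vax UMI and no tbx5 UMI. Among cone-like nuclei 54 were tbx5-marked in retina 1 and 57 in retina 2, and 244 and 251 were vax-marked. A total of 16 carried both and 969 neither. The median depth was 6094 UMIs in tbx5-marked and 4811 UMIs in vax-marked cones. At least 1 tbx5 UMI was found in 7.98% of cone-like nuclei and 1.60% of rod-like nuclei, and at least 1 vax UMI in 32.1% and 26.8%.

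The lws opsins had 156 CPM in tbx5-marked and 19.9 CPM in vax-marked cones, a log2 ratio of 2.97 (2.51 to 3.46), with 3.21 in retina 1 and 2.77 in retina 2. The rh2 opsins had 178 CPM in tbx5-marked and 824 CPM in vax-marked cones, a log2 ratio of −2.21 (−2.47 to −1.96), with −2.43 in retina 1 and −2.01 in retina 2. Wider marker lists moved the rh2 ratio most, to −0.91. The sws1 opsins had a log2 ratio of 0.82 (0.56 to 1.08). In retina 1 alone that ratio was 0.37 with an interval of −0.09 to 0.82, so no difference was detectable there, and in retina 2 it was 1.08. The sws2 opsins had a log2 ratio of −1.45 (−2.12 to −0.84), with −2.01 in retina 1 and −0.81 in retina 2. In retina 2 alone the interval was −1.73 to 0.02, so no difference was detectable there. The sign over both retinas was reversed under the wider marker lists, where the ratio was 0.73.

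EPHB3 (ENSABLG00000009081) had 288 CPM in tbx5-marked and 2854 CPM in vax-marked cones, a log2 ratio of −3.31 (−3.51 to −3.12), with −3.49 in retina 1 and −3.16 in retina 2. Among the copies of the ligand gene efnb2a, ENSABLG00000016818 had a log2 ratio of 1.40 (1.31 and 1.47) and ENSABLG00000001777 one of 2.71. Of the 26 readout genes 14 had at least 10 counts in cones. Over both retinas together, intervals left out 0 with higher values in tbx5-marked cones for 9 (8 of them with that sign in each retina) and with higher values in vax-marked cones for 3, which were EPHB3, ephb2b and SMOC1. The size rule named RSPO4 (22 against 0 UMIs, log2 ratio at least 4.78), KCNN3 (4.74), NR2F1 (21 against 1 UMI, 6.29), ROBO1 (4.57) and myo1ea (3.78) as higher in tbx5-marked cones. It named sh3bp5b (−3.94), LPCAT1 (−3.92), nr2f5 (−3.85), FEZ1 (−3.68) and ephb2b (−3.63) as higher in vax-marked cones. Of the 111 tbx5-marked cones, 58 lay in the cluster with most lws-dominant cones and 37 in the sws1 cluster. Of the 495 vax-marked cones, 169 and 73 lay in those clusters. Of the genes of this paragraph, values within cone clusters are given here for EPHB3 alone, under other observations. The other readout genes were compared there too, but those values are not reported here. Differences between cone subtypes may enter the other values of this paragraph.

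In Müller glia-like nuclei 37 and 25 were tbx5-marked and 114 and 100 vax-marked, in retina 1 and retina 2. EPHB3 had 188 CPM in tbx5-marked and 2930.3 CPM in vax-marked nuclei, a log2 ratio of −3.97 (−4.27 to −3.68), with −3.75 in retina 1 and −4.23 in retina 2. It was −6.68 without the barcodes with high doublet scores. ALDH1A2 (ENSABLG00000019509), the only gene of the table with an aldh1a symbol, had a log2 ratio of −2.38 (−3.23 to −1.63), with −1.86 in retina 1 and −3.53 in retina 2. SMOC1 had a log2 ratio of −5.84, with −4.95 in retina 1 and −9.20 in retina 2, from 21 against 4333 UMIs. The retinoid gene CYP27C1 (ENSABLG00000005194) had 0 against 127 UMIs, a log2 ratio of at most −3.56. In cones CYP27C1 went the other way, as 1 of the 9 readout genes higher in tbx5-marked cones over both retinas together. The copy efnb2a ENSABLG00000001777 had a log2 ratio of 4.27 and ENSABLG00000016818 one of 1.09. Müller glia-like nuclei fell into 2 clusters, and the larger, of 277 nuclei, was led by SMOC1 and held too few tbx5-marked nuclei for a value. Within the other, of 152 nuclei, 53 tbx5-marked and 45 vax-marked nuclei gave log2 ratios of −3.19 (−3.62 to −2.77) for EPHB3 and −3.27 for SMOC1. There ALDH1A2 had the opposite sign, with 9 against 2 UMIs and a log2 ratio of 2.41 (0.14 to 5.66), so its lower value over all Müller glia-like nuclei was not seen within this cluster. Of the 26 readout genes 19 had at least 10 counts, of which 10 were higher in tbx5-marked and 6 in vax-marked nuclei by intervals over both retinas together, with the same sign in each retina for all 16. The size rule named WFDC1 (5.07), NOTUM (4.69), tbx3a (4.43), efnb2a ENSABLG00000001777 and TIE1 (4.17) on the tbx5-marked side. On the vax-marked side it named SMOC1, CHRDL2 (−5.51), HSPG2 (−5.16), RND2 (−4.43) and nr2f5 (−4.34). Values within the cluster of 152 nuclei are given here for EPHB3, SMOC1 and ALDH1A2 alone. Differences between the 2 Müller glia-like clusters may therefore enter the other values of this paragraph.

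**Figure D3:**
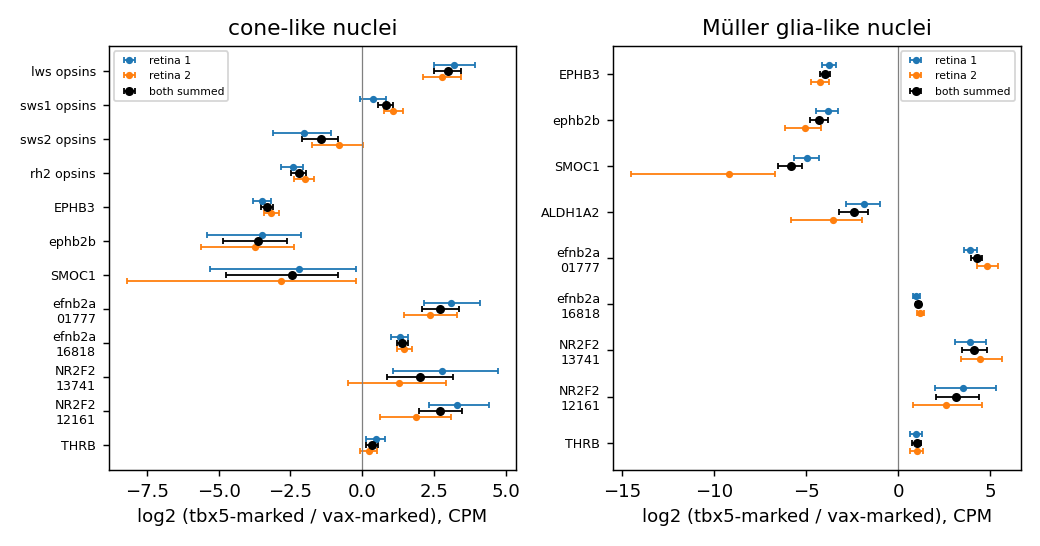
Log2 ratio of tbx5-marked over vax-marked nuclei for opsin subfamilies and readout genes in cone-like and Müller glia-like nuclei, with 95% exact conditional intervals for both retinas together and points for each retina. EPHB3 lay at −3.31 in cone-like and −3.97 in Müller glia-like nuclei, and the lws opsins lay at 2.97 in cone-like nuclei.

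In bipolar-like nuclei 12 and 19 were tbx5-marked and 81 and 64 vax-marked, in retina 1 and retina 2. EPHB3 had a log2 ratio of −1.58 (−1.83 to −1.34), with −2.39 in retina 1 and −1.18 in retina 2. The copy efnb2a ENSABLG00000016818 had a log2 ratio of 0.85, with 1.35 in retina 1 and 0.44 in retina 2. Of the 26 readout genes 13 had at least 10 counts, of which 4 were higher in tbx5-marked and 2 in vax-marked nuclei, and intervals held 0 for 7. The size rule named myo1ea, rtn4rl1a, adra1aa, st6gal2a and PARD3 on the tbx5-marked side, with log2 ratios from 2.63 to 3.00. Single retinas differed in size, as for rtn4rl1a with 1.26 in retina 1 and 4.43 in retina 2. For PARD3 these values were 3.29 and 1.90. In retina 1 the interval of st6gal2a held 0 (1.86, −0.04 to 3.54). On the vax-marked side it named NR2E3, foxo6b, PLCE1, grm8a and kcnk3a, with log2 ratios from −4.40 to −2.49 and at most 4 UMIs each among tbx5-marked nuclei. For kcnk3a, 0 against 7 UMIs in retina 1 set no direction, so its ratio rested on retina 2. NR2E3 is a rod marker, and its value counts photoreceptor transcripts in these barcodes. Without barcodes that carried photoreceptor markers, too few marked bipolar-like nuclei were left for the limit of 10 per sum, and no comparison was made.

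Amacrine-like and rod-like nuclei gave a value in retina 1 alone, with 11 and 12 tbx5-marked nuclei. In amacrine-like nuclei EPHB3 had a log2 ratio of −3.26 (−4.04 to −2.57) and efnb2a ENSABLG00000016818 one of 1.83. The rh2 opsins had 1 against 216 UMIs between the same arms, a log2 ratio of −5.14, so cone transcripts were also unequal between them. At the rh2 and EPHB3 levels of vax-marked cones, cone transcripts that bring this rh2 difference would bring 81.8% of the EPHB3 difference in CPM, and the amacrine-like value is not one of amacrine cells alone. In rod-like nuclei EPHB3 had 2 against 55 UMIs and a log2 ratio of −1.01 (−4.09 to 0.91), so no difference was detectable at this depth. Retinal pigment epithelium-like nuclei, a class outside the planned comparisons, also gave a value in retina 1 alone, from 10 tbx5-marked and 125 vax-marked nuclei. EPHB3 had a log2 ratio of −3.34 there and efnb2a ENSABLG00000016818 one of 1.85. The same reckoning gave 41.65% there, 11.04% in Müller glia-like and 8.29% in bipolar-like nuclei. Horizontal-like nuclei had 3 tbx5-marked nuclei in retina 1 and 0 in retina 2, and no comparison was made.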

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

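The tests given here on sublibrary s8 were chosen after its values were seen.

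Sublibrary s8 of the totals table lay apart from the other 7 sublibraries by Dixon's ratio, whose critical value for 8 values is 0.526, in 5 measures. It held 97727 barcodes, the lowest of the 8, and 5487 nuclei, against 8227 to 8692 in the others. Its median number of genes per nucleus was 925, against 956.5 to 973. Its mean number of mapped reads per nucleus was 28743.3, against 17064.1 to 21912.6, and it had 5.41 mapped reads per transcript, against 3.03 to 3.79. A total of 14 groups of values were tested, 7 of them over the same 8 sublibraries, and chance alone marks about 1 in 20 groups. The 5 measures are not independent of each other.

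Shallow sequencing of s8 was argued against, because its total of 175904629 mapped reads lay within the 163593592 to 211365772 of the others. Its high number of reads per nucleus follows from its low number of nuclei. The nuclei of s8 as a percentage of the median of the other sublibraries ranged from 64.0% to 65.7% over the 5 retinas. The median of 1866 UMIs per nucleus in s8 was 94.8% of the median of the others, which had 1904 to 2002. Only barcodes with at least 500 UMIs enter that median, so nuclei that fell below the limit are not in it. This value therefore cannot exclude a loss of molecules from every nucleus as the cause. Why s8 held fewer nuclei stays open. The design gives no group that differs between sublibraries, so no biological explanation was tested. No gene-level comparison used s8.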

How the results depend on the processing

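The clustering alternatives, the removal of admixed barcodes, the limit of 1000 UMIs and the shared doublet threshold were chosen after the data were seen, and the other alternatives before. Over all results and alternatives, 169 values stayed within the counting interval of the reported value or met its bound, 89 moved beyond it and 1 was reversed. Another 56 equalled the reported value and say nothing about stability. These were 18 with vax2 alone, 14 with coarser clusters, 10 with at least 500 UMIs, 10 with at least 30 nuclei per sum and 4 without retina 2. Where no cause is named, the cause was not tested.

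In cone-like nuclei the signs of the lws, rh2, sws1, EPHB3 and efnb2a ratios were kept under each alternative that gave a value. With wider marker lists, which add aldh1a2 and efnb2 to the dorsal and aldh1a3 (not a symbol of the gene table) to the ventral markers, the sws2 ratio of cones was reversed to 0.73. With the same lists the rh2 ratio was −0.91 and the EPHB3 ratio was −1.90 in cone-like, −2.47 in Müller glia-like, −0.97 in bipolar-like and −1.65 in amacrine-like nuclei. After thinning to 1000 UMIs the rh2 ratio was −2.71, and the EPHB3 ratio was −3.85 in cone-like, −4.29 in Müller glia-like and −2.08 in bipolar-like nuclei. Without high doublet scores the EPHB3 ratio of Müller glia-like nuclei was −6.68, and without admixed barcodes it was −6.19. In amacrine-like nuclei the EPHB3 ratio was −1.36 with coarser and −1.78 with finer clusters. Leaving out each retina in turn gave −2.39 to −1.18 for EPHB3 in bipolar-like nuclei. The ratios of tbx5 and vax between lws-dominant and rh2-dominant cones stayed within their intervals or met a bound under each alternative run. The other 2 results of that comparison, EPHB3 and efnb2a ENSABLG00000016818, moved beyond their intervals after thinning to 1000 UMIs.

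For co-detection, counting at 2 UMIs gave −6.74 for sws1 with rh2 and −2.39 for sws1 with lws, and leaving out high doublet scores gave −4.61 for sws2 with rh2. The other values of co-detection stayed within their intervals.

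Class shares moved with the choice of barcodes. Without high doublet scores the shares were 37.7% cone-like, 35.7% rod-like and 5.43% Müller glia-like. At or above the median UMI count they were 31.0%, 3.08% and 9.55%, as rod-like nuclei had a lower median depth. Without admixed barcodes they were 43.7% cone-like and 29.4% rod-like, and with at least 1000 UMIs 27.2% and 22.1%. Finer clusters gave 16.7% rod-like and 6.02% Müller glia-like nuclei. The rod-like drop came from the naming rule, which left a cluster of 430 nuclei with rod markers unnamed for its low depth, and with it the share was 23.4%. The amacrine-like share was 11.1% with coarser and 8.82% with finer clusters, against the 4.11% reported, as a cluster of 416 nuclei had stayed unnamed. Leaving out each retina in turn gave a cone-like share of 23.5% to 26.0%. The limit of 500 UMIs and the pooled share equal the reported values by construction.

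Some alternatives gave no value. Bipolar-like and amacrine-like nuclei had too few marked nuclei without high doublet scores or admixed barcodes, and rod-like nuclei without admixed barcodes. None of these 3 classes reached 30 nuclei per sum. Rod-like and amacrine-like nuclei gave none without retina 1. The efnb2a and ALDH1A2 ratios have no value under the wider lists, which hold those genes. The fits with other size factors, without a filter on low counts and without the replicate block were left out by choice, as the plan asked for at least 3 animals and the 2 retina names matched none. Horizontal-like and retinal ganglion cell-like nuclei were too few to compare.

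Depth limits what rod-like nuclei show, with a median of 1614 UMIs against 4528 in cone-like nuclei. The vax level of lws-dominant cones rests on 2 UMIs, and its interval reaches 15.9 CPM.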

Other observations

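The tests of doublets, of EPHB3 by cone cluster in the form given here, of the symbol of ALDH1A2, of free RNA in every barcode and of the genes used for clustering were chosen after the results were seen.

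Lower vax and higher tbx5 in lws-dominant than in rh2-dominant cones was weighed against technical causes. A difference in depth is argued against by the vax log2 ratio after thinning to 1000 UMIs, at most −2.19 with the upper end of its interval at −1.87. Doublets of cones with other nuclei are argued against, as the marker levels of other classes in these cones would bring a vax difference of 25.8 CPM, against the 164 CPM measured. What stays open is whether lws-dominant cones are a cone type that lacks vax wherever it lies in the retina, or cones that lie where vax is low. Within the cone cluster that held most lws-dominant cones (74 lws-dominant and 290 rh2-dominant nuclei) the vax ratio was still −5.22 and the tbx5 ratio 3.15. These explanations cannot be told apart here, because finer clustering split that cluster in part by opsin and no position was measured. The finer cluster with most lws-dominant cones held 60 of them and 49 rh2-dominant ones, and no ratio within it is given here. A restriction of lws cones to a tbx5-expressing region may be one reading, and it was not tested.

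The finer clustering put 77.9% of the lws-dominant cones in 1 cluster of 215 nuclei, which also held 49 rh2-dominant and 106 unassigned nuclei. That the opsin genes drove this is argued against, as no opsin, tbx5 or vax gene was used for clustering. Whether other genes tied to position or to cone type drove it was not tested.

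Higher EPHB3 in vax-marked than in tbx5-marked cones was set against 100 control pairs of genes with matched detection. Of these, 0 gave an absolute log2 ratio as large, with a median of 0.22 and a highest value of 1.19. Splitting nuclei by the detection of any pair of genes is thus argued against. Doublets of cones with other nuclei are argued against, as the marker levels of other classes would bring an EPHB3 difference of 385 CPM, against the 2565 CPM measured. Of the 4 cone clusters, 2 had enough marked nuclei for a value. In the sws1 cluster of 205 nuclei the ratio was −2.52, which argues against unequal shares of cone subtypes as the cause there. The other ratio, −3.61, came from the cluster that mixes lws-dominant and rh2-dominant cones, so outside the sws1 cluster a difference between subtypes cannot be told apart from one between the arms. A dorsoventral difference in EPHB3 stays a hypothesis, consistent with these tests and found on the same data.

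Higher ALDH1A2 in vax-marked than in tbx5-marked Müller glia-like nuclei ran against the direction in which aldh1a2 is used as a dorsal marker in the wider marker lists. Transcripts of rods or cones in the barcodes are argued against by the ratio without admixed barcodes, −4.37. The table held 1 gene with an aldh1a symbol, and no sequence was at hand, so a misnamed family member cannot be told apart from a true difference. Within the only Müller glia-like cluster with a value the sign was the opposite (9 against 2 UMIs), so a difference between the clusters stays open too.

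Barcodes of inner retinal clusters often carried rod or cone transcripts. Free RNA in every barcode alike is argued against as the whole cause, because the 1994 nuclei of clusters led by cone markers held rod markers at 6.34% of the rod level and inner retinal nuclei at 17.9%. These include 403 nuclei of clusters that had been called mixed for their rod markers, and the other 1591 stood at 1.00%. More than 1 nucleus under a barcode is a candidate cause. Admixed barcodes held at least 2.51 times the median UMIs of the others of their class in the 4 inner classes. The values were 4.33 in bipolar-like, 2.90 in amacrine-like and 2.66 in Müller glia-like nuclei. These values cannot decide the cause, because a marker UMI is more likely to be seen in a deeper barcode. No such value at equal depth is given here. Clumped nuclei and free RNA that sticks to some nuclei stay open.

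Retina 1 and retina 2 of the matrix were compared with other splits of the 12 first-round wells into groups of equal size. Of 99 other splits drawn, 86 were at least as far apart in the cone profile. The distance, as chi-square per degree of freedom, was 2.12 for the retinas, with a median of 2.45 and a range of 1.86 to 3.07 for the other splits. In class shares 44 of the 99 were as far apart. The values are thus consistent with 1 suspension of nuclei split over both names, and with retinas of like animals or of the same fish, which stay open. The spread between retina 1 and retina 2 may therefore understate the spread between animals.

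A vax UMI was found in 84.8% of 99 oligodendrocyte-like nuclei, at 907.5 CPM, against 60.8% of Müller glia-like nuclei at 237 CPM. In the cone cluster with most lws-dominant cones, the rh2 copy ENSABLG00000007592 and lws were both found in 26 nuclei where independence gave 80.4, and both rh2 copies in 15 where it gave 30.1. The rh2 copy ENSABLG00000007605 led another cone cluster, of 477 nuclei, at 1719 CPM.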
